A study of Mus musculus with 23 samples.

How the data were processed

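Liver RNA of male C57BL/6J mice was sequenced in 23 libraries. The mice had been fed chow or a high-fat diet (HFD) for 4 months and then received 1 of 2 antibodies at 10 mg/kg for 3 weeks. REGN1193 is an antibody that blocks the glucagon receptor (GCGR). The labels name the other antibody REGN496, and the series design names an isotype control antibody without its code, so REGN496 was taken as the control by elimination. Diet and antibody were read from the sample titles, which gave 5 libraries of control antibody on chow (1 to 5), 6 of GCGR antibody on chow (6 to 11), 6 of control antibody on HFD (12 to 17) and 6 of GCGR antibody on HFD (18 to 23). Libraries are called by the sample number in their title. The labels give no batch, sequencing date or time of sampling, and they do not state that each library came from a separate mouse, so the p-values measure the spread between these samples.

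Per the labels' protocols, the authors prepared strand-specific libraries with the KAPA mRNA-Seq kit, amplified them in 12 PCR cycles and sequenced single reads of 33 cycles on a HiSeq 2500. Per the submitters' processing notes, bcl2fastq 2.17, FastQC and the genome build GRCm38 were used. The aligner, the counting tool, its strand setting and its annotation are not given in the sources used here. The authors deposited 1 table of RPKM values (reads scaled to gene length and library size), with an Entrez gene ID and a symbol for each of 24475 genes and 1 column per library. All 23 columns were matched to samples by name. RPKM are not counts, so no count model was used. Of the gene IDs, 24375 were found in a RefSeq gene table of GRCm38.p6, from which the positions of named genes were taken.

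The RPKM of a library summed to between 594026 and 692295, and 15365 to 16032 genes lay above 0. Total read numbers are not in the table, but low RPKM fall on steps that correspond to single reads. Steps of 1364 low genes gave relative depths of 0.865 to 1.15 around the typical library, and 92.8% of these values lay within 0.05 of a whole multiple. Absolute depth was not derived from these steps, and no counting intervals were computed. In 233 genes the table also holds 951 values above 0 but under 1e-06, down to 1.4e-45, which no whole read can give. The counting therefore shared reads between genes by weights, and 150 genes have the same values as another gene in every library. Genes with near-identical copies are uncertain for that reason. Among those named here they include the Mup, Hamp, Tgtp, Selenbp, Saa, Ugt2b, Cyp2b, Cyp2c, Cyp3a and Cyp4a families, the globins, Hspa1b, Glrx3, Gm12669 and the microRNA gene Mir686.

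Values were tested as log2(RPKM + 1) with limma 3.58.1 in R 4.3.3. Genes with an RPKM of at least 0.5 in at least 5 libraries were kept, which left 11939. A linear model with 4 group means was fitted to all 23 libraries, and moderated statistics with a mean-variance trend were computed, two-sided. Adjusted p values are limma's with Benjamini-Hochberg adjustment over the 11939 genes, and genes under 0.05 are called higher or lower. Fold changes are on the log2(RPKM + 1) scale, which understates changes of low genes, and are given ± SE. Group means are RPKM ± SD. The 5 contrasts were the antibody effect on chow, the antibody effect on HFD, the difference between these effects, the diet effect under control antibody and the diet effect under GCGR antibody. The antibody effects on the 2 diets share no library. The diet effect under control antibody and the antibody effect on HFD share the 6 HFD control libraries. For that pair, 100 simulations of unchanged groups and all 20 splits of the shared libraries into sets of 3 were added.

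Before the data were examined, 36 gene lists were fixed from textbook knowledge: 13 of metabolism and secreted factors, 11 of other liver functions, 10 of markers of other cell types and 2 of RNA quality. Each was tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over the 36 lists. On libraries permuted so that no effect remained, in the antibody comparison on HFD, preset camera called a median of 10 and up to 17 of the 36 lists in each of 50 permutations. Camera with an estimated correlation and fry each called any list in 2 of 50. Preset camera results are therefore given only as counts, and lists are described by their called members, by camera with an estimated correlation and by fry. Fry tests whether the members of a list move one way on balance and does not compare the list with other genes.

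Genes were named by a rule fixed at the same time. For the antibody effect on each diet and the diet effect under control antibody it takes the 5 largest increases and 5 largest decreases among called genes with a mean RPKM of at least 1 in the higher group and no overlap between the libraries of the groups, predicted genes passed over. It adds the 2 members with the smallest adjusted p of each of the 13 metabolic lists and the 1 such member of every other list, if called. For the difference between diets it takes the 10 genes with the smallest adjusted p and a mean RPKM of at least 1 in some group. Gcgr is always named. Genes printed with a value outside this rule were chosen after their values were seen: Gpt, Gpt2, Pck1, G6pc, Elovl5, Scd1, Pnpla3, Plin2, Hamp2, Cyp7a1, Cxcl10, H2-Ab1, Ccl5, Cd36, Cidea, Cidec, Cpt1a, Mat1a, Sult5a1 and the genes of the closing section. The same holds for list members named without a value. Some genes that the rule takes are not reported here, though counts include them.

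The scripts were tested on simulated data. With 200 of 11939 genes changed in each simulated comparison, the antibody effect on chow was recovered for 79.1%, 95.5% and 97.0% of genes changed by 0.5, 1 and 2 on the log2 scale. For the antibody effect on HFD these shares were 86.6%, 98.5% and 100%, and for the diet effect under control antibody 79.1%, 94.0% and 100%. Unchanged genes made up 7.18%, 6.40% and 4.21% of the calls. Alternatives fixed before the data were examined were pseudocounts of 0.1 and 0.5, no filter, a mean RPKM of at least 2, median-ratio scaling, quantile normalization, a fit on the groups of the contrast alone, a robust prior, library weights, an exact rank-sum test and leaving out each library in turn. Alternatives chosen after seeing the data left out HFD libraries 19 and 20 or added a circadian score as a covariate. Another removed genes at 2 separate levels and small RNA genes. A fit without chow library 3 was also picked then, although it repeats the planned fit that left out that library. The circadian score was centred within each group, so it could change the spread but not the fold changes. It therefore cannot test a difference in sampling time between groups. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.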

Results

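The libraries form 1 experiment of 2 diets by 2 antibodies in mouse liver, with 5 livers of control antibody on chow and 6 in each other group. Glucagon acts on hepatocytes through GCGR to raise glucose output and amino acid breakdown, and the labels tie the experiment to the serum transaminases ALT and AST in mice with diet-induced obesity. Relative depth ranged from 0.865 to 1.15 over the 23 libraries. The 10 most abundant genes took 20.1% to 28.6% of the summed RPKM. No library was a copy of another, the highest correlation between any 2 being 0.9938. The median within-group SD on the log2 scale was 0.12 and 0.13 on chow (control and GCGR antibody) and 0.13 and 0.16 on HFD. HFD libraries 20 and 19, both of GCGR antibody, had the lowest mean correlations with their own group, down to 0.9789.

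**Figure D1:**
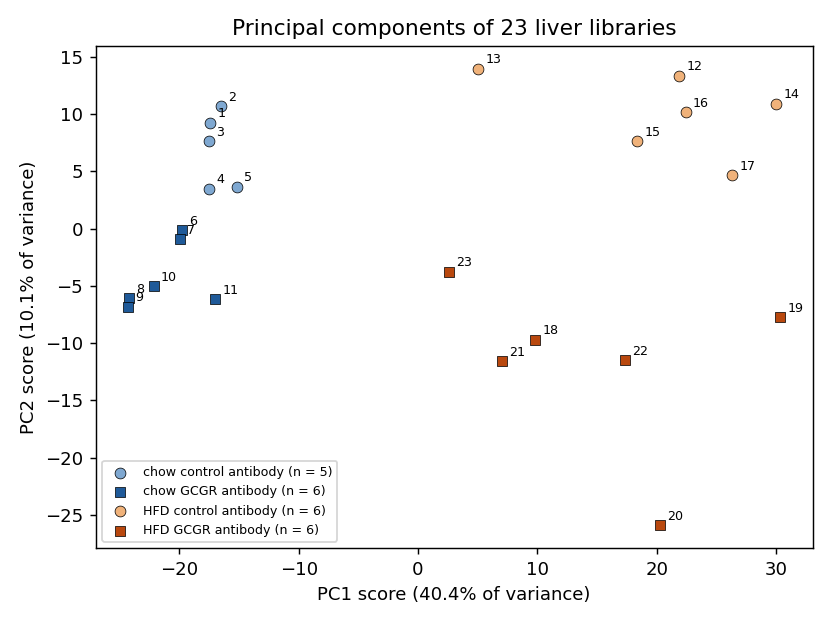
Scores of the 23 liver libraries on the first 2 principal components of log2(RPKM + 1), each point 1 library coloured by group; the axes are PC1 (40.4% of the variance) and PC2 (10.1%). Chow libraries lie between -24.3 and -15.2 on PC1 and HFD libraries between 2.61 and 30.3, and on each diet the GCGR antibody libraries lie lower on PC2 than those of control antibody.

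The first principal component, with 40.4% of the variance, separated the diets without overlap. On PC2 (10.1%) the control antibody libraries lay between 3.49 and 10.7 on chow and between 4.68 and 14 on HFD. The GCGR antibody libraries lay between -6.83 and -0.142 on chow and between -25.9 and -3.77 on HFD. Transcripts of the antibody's target, Gcgr (gene ID 14527, chromosome 11, 120529185 to 120538989 of GRCm38), were at 107 ± 6.11 and 112 ± 6.03 RPKM on chow and 117 ± 4.36 and 118 ± 3.07 on HFD with control and GCGR antibody (SD, n = 5, 6, 6 and 6). The antibody effect on Gcgr did not pass the test on chow (log2 fold change 0.08 ± 0.05 SE, adjusted p = 0.623) or on HFD (0.01 ± 0.05, adjusted p = 0.898). An antibody that blocks the receptor protein need not change its transcript, so these values do not check the labels.

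On chow, the GCGR antibody lowered genes that break down amino acids and dispose of their nitrogen. Got1, the cytosolic aspartate aminotransferase (gene ID 14718, chromosome 19, 43499752 to 43524605), fell from 77.1 ± 16.6 to 16.4 ± 3.16 RPKM (SD, n = 5 and 6), a log2 fold change of -2.17 ± 0.17 (SE) with an adjusted p of 1.11e-07. Oat, ornithine aminotransferase (chromosome 7, 132557475 to 132576398), fell from 379 ± 47.5 to 113 ± 23.5 RPKM (log2 fold change -1.75 ± 0.19, adjusted p = 1.62e-05). Gls2, the liver glutaminase (chromosome 10, 128194635 to 128210004), fell from 146 ± 19.4 to 56.0 ± 6.98 RPKM (-1.36 ± 0.13, adjusted p = 1.29e-06), and Ass1, argininosuccinate synthetase of the urea cycle (chromosome 2, 31470270 to 31520670), from 1878 ± 367 to 761 ± 136 (-1.30 ± 0.15, adjusted p = 2.39e-05). The gluconeogenic enzyme Fbp1 changed by -0.61 ± 0.09 on the log2 scale (adjusted p = 8.06e-04), the cationic amino acid transporter Slc7a2 by -1.27 ± 0.19 (7.53e-04) and Cth, which makes cysteine from cystathionine, by -1.06 ± 0.14 (1.41e-04). In all of these genes no library of 1 group overlapped the other.

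Of the 58 tested members of the amino acid catabolism list, 14 fell, 0 rose and 44 did not pass the test. Adjusted over the list alone, 29 fell. In the urea cycle list 5 of 9 fell, among them Ass1, Asl, Slc25a15 and Slc25a22, or 8 adjusted over the list alone. Of 14 gluconeogenic genes only Got1 and Fbp1 fell, or 5 adjusted over the list alone. Pck1 and G6pc, the enzymes most often read as markers of gluconeogenesis, did not pass, at -0.80 ± 0.36 and -0.70 ± 0.33 (adjusted p = 0.434 and 0.453). Of 24 genes of periportal hepatocytes, the zone that holds most amino acid breakdown, 5 fell, and all 5 also stand in the amino acid, urea cycle or gluconeogenesis lists. With an estimated correlation these 4 lists were called as lower, at adjusted p = 0.00575, 0.00274, 0.0135 and 0.00590, in the order given here. None of the other 32 lists was called in this way. Of all 36 lists, fry called 6 and camera with the preset correlation 20, where the latter called a median of 10 on permuted libraries of the HFD comparison. In the amino acid transport list Slc7a2, Slc38a3 and Slc38a4 fell and Slc6a9 rose by 0.51 ± 0.10 (adjusted p = 0.00928). Adjusted over the list alone, 1 and 3 of these 22 and 2 and 12 of the periportal genes rose and fell.

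**Figure D2:**
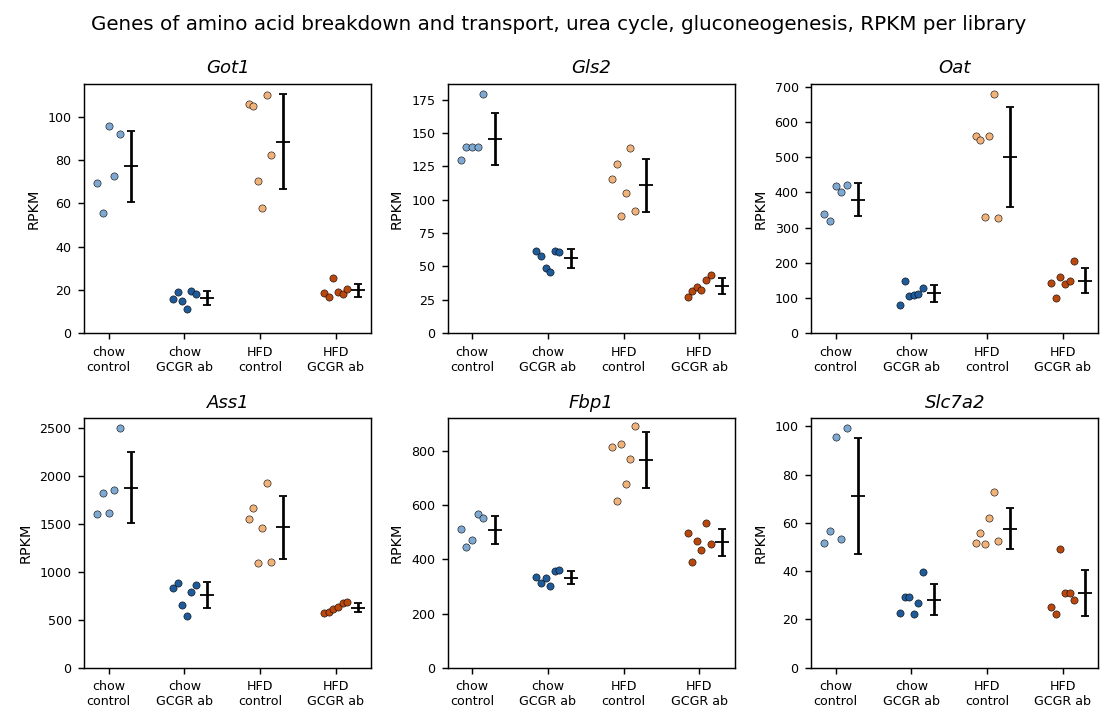
RPKM of 6 genes of amino acid breakdown and transport, the urea cycle and gluconeogenesis in each of the 23 libraries, by diet and antibody; points are libraries, and the marker with its bar is the mean ± SD of the group (n = 5, 6, 6 and 6). Got1 averages 77.1 and 88.7 RPKM under control antibody on chow and HFD and 16.4 and 19.7 under GCGR antibody.

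Few genes rose by a large factor on chow. Ces4a, a carboxylesterase gene, rose from 0.636 ± 0.186 to 3.33 ± 1.42 RPKM (1.35 ± 0.18, adjusted p = 1.78e-04). The major urinary protein gene Mup20, male-biased in mouse liver, rose from 8158 ± 2209 to 18118 ± 4184 RPKM (1.17 ± 0.24, adjusted p = 0.0139), although without library 1 its adjusted p was 0.0505. Cyp2c40 rose by 1.47 ± 0.27 (adjusted p = 0.00598), a call that the pseudocount of 0.1 ended (adjusted p = 0.308). Zap70, the kinase of T cell receptor signalling, fell by 0.91 on the log2 scale, from 5.31 ± 0.978 to 2.37 ± 0.613 RPKM (adjusted p = 0.00181), while the other 5 tested T and NK cell markers did not pass. Cav1, which builds caveolae, stood at 1.74 ± 0.429 and 9.12 ± 2.92 RPKM (1.85 ± 0.41, adjusted p = 0.0269). Mir686, Slco1a4, Fads2, Acly and Sult1a1 were also called, at log2 fold changes of 3.06, -1.44, -0.56, -0.59 and -0.69. These 6 calls were lost without single libraries: Mir686 and Fads2 without any 1 of libraries 1 to 10, Cav1 without 1 to 5 or 8 to 10, Acly without 1, 2 or 4 to 9, Sult1a1 without 1, 2, 4 to 6 or 8 to 10, and Slco1a4 without 3 to 5 or 8 to 10. Their highest adjusted p over all alternatives were 0.112 (Mir686), 0.122 (Fads2), 0.0743 (Cav1), 0.183 (Acly), 0.0917 (Sult1a1) and 0.0747 (Slco1a4).

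Over all tested genes, 47 rose and 66 fell on chow with limma, 9 and 11 of them by at least 2-fold. Libraries of the groups did not overlap in 298 genes (2.50%, where chance gives 0.433%). The count of genes that rose went to 28, 31, 22, 21 and 30 without library 3, 4, 5, 8 or 9. The count that fell went to 41, 35, 43 and 42 without library 4, 5, 8 or 9, and the exact rank-sum test called no gene after adjustment.

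On HFD, the antibody also lowered genes of amino acid breakdown and the urea cycle. Got1 fell from 88.7 ± 21.9 to 19.7 ± 3.12 RPKM (SD, n = 6 and 6; log2 fold change -2.09 ± 0.16, adjusted p = 2.23e-08) and Gls2 from 111 ± 19.9 to 35.0 ± 6.03 (-1.63 ± 0.12, adjusted p = 1.49e-08). Oat changed by -1.72 ± 0.18 (2.65e-06) and Ass1 by -1.20 ± 0.14 (1.11e-05). Cbs, the first enzyme of transsulfuration, changed by -1.07 ± 0.08 (2.23e-08), and Slc25a22, a mitochondrial glutamate carrier, by -0.80 ± 0.09 (7.15e-06). Fbp1 changed by -0.72 ± 0.09 (adjusted p = 1.83e-05), Slc7a2 by -0.90 ± 0.18 (0.00345) and Slc3a1, part of a transporter of cystine and basic amino acids, by -0.88 ± 0.19 (0.00493). Of 22 amino acid transport genes 5 fell and 3 rose, or 6 and 5 adjusted over the list alone, against 6 and 1 after median-ratio scaling, with adjusted p = 0.736 with an estimated correlation. Of 58 amino acid catabolism genes 14 fell and 1 rose (Cdo1), or 22 and 3 adjusted over the list alone. Of 9 urea cycle genes 6 fell, and of 14 gluconeogenic genes 4 fell, Got1, Fbp1, Ldha and Sds, or 6 and 5 adjusted over the list alone. Fry called these 3 lists as lower at adjusted p = 0.0120, 2.04e-04 and 0.00603, but with an estimated correlation the adjusted p was 0.215, 0.0981 and 0.215. Of 24 periportal genes 8 fell and 4 rose, or 13 and 5 adjusted over the list alone, with adjusted p = 0.00105 from fry and adjusted p = 0.0981 with an estimated correlation.

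Of the 4 transaminase genes only Got1 passed the test. Got1, whose protein is part of serum AST, fell on both diets. Got2, the mitochondrial AST, stood at 279.9 ± 13 and 261 ± 13.7 RPKM on HFD and did not pass (-0.10 ± 0.05, adjusted p = 0.223). Gpt, the main ALT, was at 146 ± 26.8 and 109.9 ± 12.7 RPKM on chow (-0.40 ± 0.11, adjusted p = 0.0897) and at 144 ± 19.9 and 151 ± 10.5 on HFD (0.08 ± 0.10, adjusted p = 0.655). Gpt2, the mitochondrial ALT, changed by -0.19 ± 0.16 on chow and 0.09 ± 0.15 on HFD (adjusted p = 0.730 and 0.766). In the liver injury list of 23 genes, which holds these 4, Got1, Ldha and Krt23 fell on HFD and Afp rose.

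Of 32 fatty acid and triglyceride synthesis genes 4 fell on HFD and 1 rose. The desaturase Fads2 fell from 458 ± 86.8 to 196 ± 36.5 RPKM (-1.21 ± 0.13, adjusted p = 2.72e-06) and Fads1 from 232 ± 36.8 to 122 ± 22.9 (-0.93 ± 0.12, 3.89e-05). The elongase Elovl5 changed by -1.42 ± 0.25 and the desaturase Scd1 by -1.13 ± 0.28 (adjusted p = 8.25e-04 and 0.0137). Pnpla3 rose by 0.49 ± 0.14 (0.0429), while after either scaling 0 of the 32 rose. Elovl3, an elongase of very long chains, fell from 79.9 ± 46.9 to 19.4 ± 8.74 RPKM (-1.89 ± 0.34, 0.00133). Of 26 lipid droplet and lipid uptake genes, Plin2, the main coat protein of hepatic lipid droplets, changed by -0.75 ± 0.16 (0.00548), Tm6sf2 by -0.61 ± 0.12 (0.00183) and Hsd17b11 by 0.62 ± 0.08 (5.36e-05). Of 13 glycogen genes 2 rose, among them Gbe1 by 0.52 ± 0.14 (0.0212), with adjusted p = 0.0759 in the fit on the HFD groups alone. In the fatty acid oxidation list 3 of 38 genes fell, Acat1, Acads and Cpt2, with Acat1 at -0.34 ± 0.08 (0.00681) and Acads at -0.26 ± 0.07 (0.0170; 0.0662 at most, with the call lost without library 12), and after median-ratio scaling 11 fell. Adjusted over each list alone, 1 and 7 synthesis genes, 1 and 3 lipid droplet genes and 0 and 4 oxidation genes rose and fell. None of these 3 lists was called with an estimated correlation (adjusted p = 0.506, 0.539 and 0.402). Of 26 cholesterol synthesis and uptake genes 0 passed on either diet, against 0 on chow and 0 on HFD adjusted over the list alone.

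A minority of cytochrome P450 and bile acid genes rose with the antibody on HFD, and most did not pass the test. Cyp3a11 (chromosome 5, 145854607 to 145879854) rose from 282 ± 35.0 to 905 ± 207 RPKM (1.66 ± 0.14, adjusted p = 7.86e-08). Of 49 P450 and conjugation genes 13 rose and 1 fell (Gstm2), or 19 and 3 adjusted over the list alone. Fry called this list at adjusted p = 0.00221, while the adjusted p with an estimated correlation was 0.408. Of 27 bile acid genes 7 rose and 1 fell (Fgfr4), against 7 and 3 after median-ratio scaling. Adjusted over the list alone, 14 of these genes rose and 3 fell. Among them Cyp27a1, which starts the acidic pathway of bile acid synthesis, rose from 190.5 ± 24.4 to 262 ± 28.2 RPKM (0.46 ± 0.08, 6.98e-04) and Baat, which conjugates bile acids, from 97.9 ± 7.38 to 136 ± 15.1 (0.46 ± 0.07, 2.27e-04). Cyp7a1, the rate-limiting enzyme of the classic pathway, was at 18.9 ± 5.69 and 46.9 ± 10.8 RPKM and did not pass (1.28 ± 0.44, 0.0768). The bile acid list had adjusted p = 0.0120 with fry and adjusted p = 0.506 with an estimated correlation.

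Among genes whose libraries did not overlap, the largest decrease on HFD was in Cyp17a1, steroid 17-alpha-hydroxylase (chromosome 19, 46667165 to 46673000), from 24.1 ± 10.7 to 1.84 ± 1.11 RPKM (-3.11 ± 0.25, adjusted p = 2.52e-08). Mmd2 changed by -1.85 ± 0.21 (8.76e-06). Hamp, which encodes the iron hormone hepcidin, was at 75.3 ± 94.3 and 505 ± 280.3 RPKM (3.56 ± 0.72, 0.00340), and its near-identical copy Hamp2 at 1.95 ± 0.55 (0.0331). Selenbp2 rose from 24.3 ± 10.1 to 260.1 ± 307 RPKM (2.51 ± 0.55, 0.00635), a call lost in the fit on the HFD groups alone (adjusted p = 0.0648). Eif4ebp3, a repressor of translation initiation, rose by 1.86 ± 0.30 (3.62e-04), Pcp4l1 by 1.65 ± 0.17 (2.65e-06) and Mup20 by 1.38 ± 0.23 (4.34e-04). The transcription factor Atf5 fell, at -1.01 ± 0.15 (1.69e-04), as did Ldha (-0.67 ± 0.11, 4.54e-04) and Alas2, an erythroid haem synthesis gene (-0.73 ± 0.10, 8.31e-05). Kiss1, which encodes kisspeptin, stood at 0.893 ± 0.342 and 0.285 ± 0.164 RPKM (-0.55 ± 0.11, 0.00348). Of 17 cAMP and CREB responsive genes only Crem fell (-0.52 ± 0.09, 0.00119), and on chow none passed with limma, against 2 that fell when adjusted over the list alone.

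Antigen presentation and interferon genes were higher with the GCGR antibody on HFD in 25 of 27 cases, also 25 when adjusted over the list alone, and 0 fell. Ifit1 rose from 2.85 ± 1.01 to 7.93 ± 1.87 RPKM (1.23 ± 0.18, adjusted p = 1.16e-04), Cxcl10 from 2.25 ± 1.06 to 5.82 ± 1.10 (1.12 ± 0.18, 3.62e-04) and the MHC class II gene H2-Ab1 from 11.3 ± 4.85 to 22.6 ± 9.05 (0.92 ± 0.21, 0.00950). Tgtp1, an interferon-induced GTPase outside the list, changed by 1.63 ± 0.23 (7.19e-05). The median log2 fold change of the list was 0.67. Fry gave adjusted p = 9.81e-05, whereas with an estimated correlation the adjusted p was 0.0981. On chow 0 of the 27 were called with limma, also when adjusted over the list alone, with a median of 0.17. In the test of the difference between diets 0 of 27 passed over all genes and 9 over the list alone, with adjusted p = 0.0393 from fry and adjusted p = 0.152 with an estimated correlation.

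**Figure D3:**
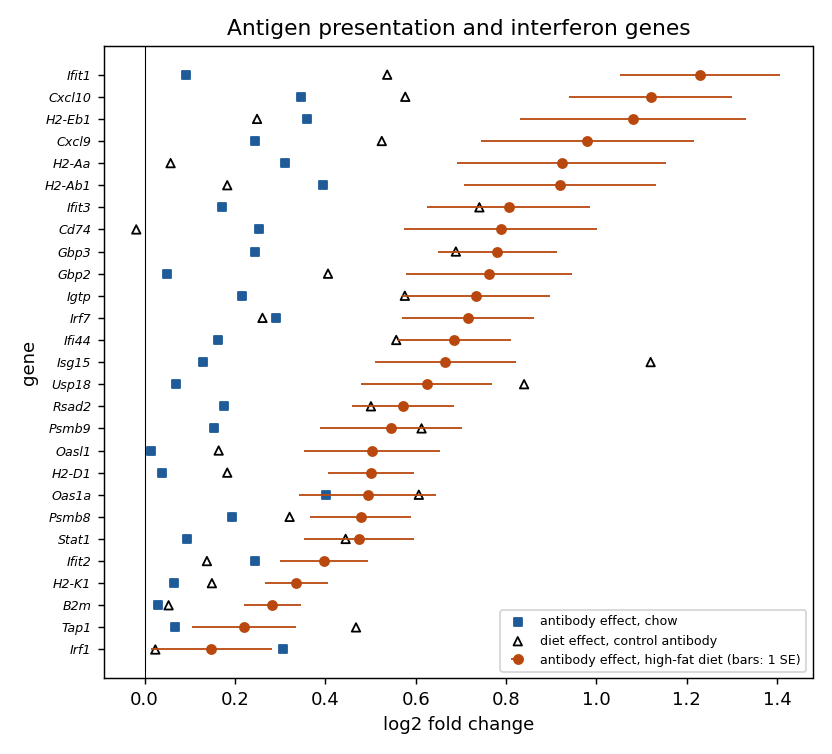
Log2 fold changes (horizontal axis) of the 27 antigen presentation and interferon genes (vertical axis). Circles with bars of 1 SE are the antibody effect on HFD, squares the antibody effect on chow and triangles the diet effect under control antibody; the antibody effect on HFD was called as higher for 25 genes.

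Markers of other cell types moved beside these genes on HFD. Of 6 tested T and NK cell markers Cd3g, Ccl5 and Il2rb rose and Zap70 fell (-1.07 ± 0.14, adjusted p = 4.78e-05), with Ccl5 at 1.15 ± 0.27 (0.0111). Of 23 macrophage and monocyte markers only Il1b rose, at 0.54 ± 0.16 (0.0428), a call lost without library 12, 14, 15, 18 or 20 to 23, with adjusted p of up to 0.108 over the alternatives. Of 22 stellate cell and matrix markers Lum and Mmp2 rose and Hhip fell (-0.37 ± 0.08, 0.00365), and of 19 endothelial markers Lyve1 rose (0.61 ± 0.19, 0.04998), a call lost under 19 of its 24 alternatives, among them those without library 12 to 16 or 18 to 20 (up to 0.193). Of 9 red blood cell genes Alas2 fell and of 5 adipose markers Adrb3 rose (0.67 ± 0.12, 0.00120). None of the 4 bile duct, 5 B cell, 4 neutrophil and 2 pancreas markers tested was called, and among 15 immediate early and heat shock genes only Hspa1b rose (1.01 ± 0.30, 0.0444), lost without library 12, 13, 15 to 18, 20 or 22 and up to 0.101 over the alternatives. None of the 13 mitochondrially encoded genes was called. In other lists the insulin signalling gene Trib1 rose (0.63 ± 0.15, 0.01), as did the acute phase gene Cp (0.41 ± 0.08, 0.00195). On chow Zap70 was the only gene called in the 12 lists of cell types and RNA quality.

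On HFD 636 genes rose and 253 fell with limma, 34 and 24 of them by at least 2-fold, and libraries of the groups did not overlap in 340 genes (2.85%, where chance gives 0.216%). The share of calls that were higher was 71.5% with the RPKM as deposited, 48.9% after median-ratio scaling (418 higher, 437 lower) and 47.8% after quantile normalization (377 and 412). Without library 12 or 14 the genes that rose numbered 375 and 418, and without library 19 1151 rose and 453 fell. The fit on the HFD groups alone called 288 and 135 genes, and the exact rank-sum test none after adjustment.

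The response to the antibody was shared between diets for a core of genes. Of the 113 genes called on chow and the 889 called on HFD, 19 rose on both diets, 41 fell on both and 0 moved in opposite directions. Independent lists would share 2.5 and 1.4. The 2 lists are not fully independent, because both effects use 1 variance per gene over all 23 libraries. The expected counts are therefore only a reference. The core that fell holds Got1, Gls2, Oat, Ass1, Cbs, Fbp1, Slc7a2, Fads2, Mmd2 and Zap70, and the core that rose holds Mup20, Slc6a9 and Cav1. Of the 113 genes called on chow 106 (93.8%) had the same sign on HFD. Of the 889 called on HFD 720 (81.0%) had the same sign on chow. Across the 11939 genes the log2 fold changes of the 2 diets, which share no library, correlated at r = 0.39, and at 0.242 without the called genes. Genes are not independent replicates, so no p is attached. The genes that fell on both diets numbered 26 without library 5, and those that rose on both 8 without library 1.

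**Figure D4:**
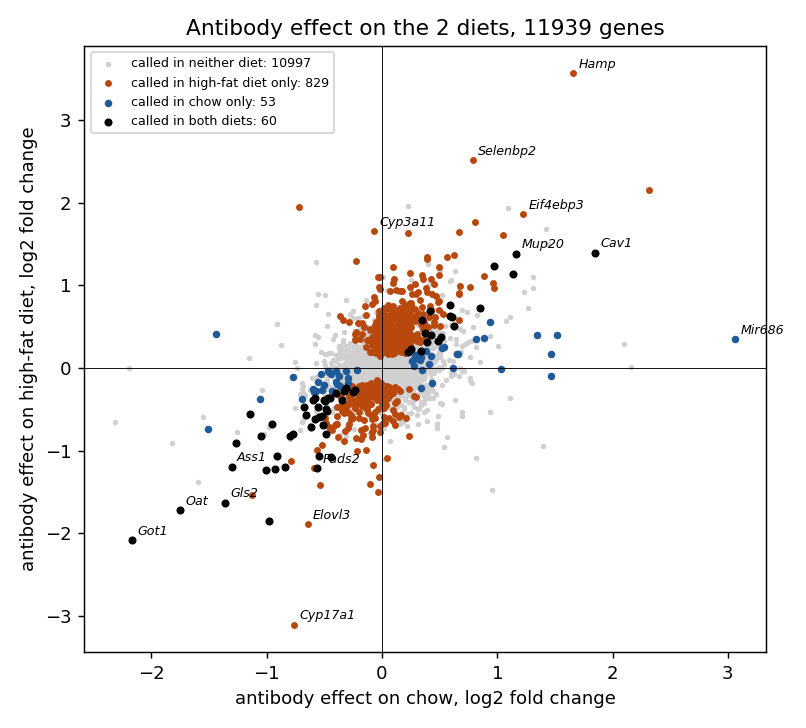
Log2 fold change of the GCGR antibody on chow (horizontal axis) against that on HFD (vertical axis) for 11939 genes; each point is a gene, coloured by where it was called. Of these genes 60 were called on both diets, 829 on HFD without a call on chow and 53 on chow without a call on HFD, and all 60 lie in the lower left or upper right field.

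The difference between the antibody effects was itself called for few genes. Cyp3a11 was at 3706 ± 790.5 and 3494 ± 513 RPKM on chow and rose on HFD, a difference of 1.73 ± 0.20 on the log2 scale (adjusted p = 2.10e-04). Cyp17a1 averaged 1.5 ± 0.672 and 0.444 ± 0.174 RPKM on chow and fell on HFD, a difference of -2.35 ± 0.36 (0.00540), with adjusted p = 0.0925 at a pseudocount of 0.1. Fam25c was at 49.2 ± 7.38 and 48.4 ± 7.11 on chow and at 75 ± 21.2 and 28.8 ± 3.28 on HFD (-1.29 ± 0.20, 0.00540). Odf3b differed by 0.86 ± 0.14 (adjusted p = 0.00990). Cbs fell on both diets and by more on HFD, a difference of -0.63 ± 0.12 (0.0343), and Gas2 likewise (-0.53 ± 0.10, 0.0278). Gypc, Pcolce2 and Atp6v0d2 differed by 0.93 ± 0.18, -0.58 ± 0.11 and 1.0 ± 0.20. The calls of Cbs, Gas2, Gypc, Pcolce2 and Atp6v0d2 were lost in 11, 5, 10, 11 and 14 of the fits that left out 1 of the 23 libraries, with adjusted p of up to 0.0889, 0.0626, 0.0889, 0.0754 and 0.0889 over all alternatives. In total 15 genes had a higher and 9 a lower effect on HFD with limma, Mat1a and Sult5a1 among the former (0.67 and 1.52). Without any 1 library other than 2 or 20, at least 1 of these counts moved by over 1.5 times, with ranges of 3 to 44 and 2 to 21. The share of higher calls was 62.5% as deposited and 38.9% and 33.3% after median-ratio scaling and quantile normalization. No list was called with an estimated correlation, and fry called 5 of 36.

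Under control antibody, HFD raised genes that take up, store and burn fat. Apoa4, a lipoprotein gene, rose from 38.0 ± 4.20 to 1102 ± 980.0 RPKM (SD, n = 5 and 6; log2 fold change 4.30 ± 0.51, adjusted p = 3.47e-06). Fabp2, a fatty acid binding protein, rose from 36.5 ± 12.5 to 213 ± 37.2 (2.56 ± 0.23, 5.99e-08) and the scavenger receptor Cd36 by 1.89 ± 0.29 (6.54e-05). Of 26 lipid droplet and uptake genes 17 rose and 1 fell (Lpl), with Cidea at 2.92 ± 0.63 and Cidec at 2.29 ± 0.70. In the fatty acid oxidation and ketogenesis list 34 of 38 rose and 0 fell. Acat1, the mitochondrial acetoacetyl-CoA thiolase, changed by 0.85 ± 0.08 (1.24e-07), Hadh by 0.78 ± 0.08 (2.33e-07) and Cpt1a by 0.68 ± 0.12 (3.31e-04). Of 32 fatty acid and triglyceride synthesis genes 18 rose and 1 fell (Mlxipl). Fads2 rose from 147 ± 11.3 to 458 ± 86.8 RPKM (1.61 ± 0.14, 2.67e-08). Adjusted over each list alone, 18 and 1 lipid droplet genes, 34 and 0 oxidation genes and 20 and 3 synthesis genes rose and fell. Fry called the 3 lists at adjusted p = 3.68e-04, 6.11e-06 and 6.82e-04, while with an estimated correlation each had an adjusted p of 0.286.

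Male-biased liver genes fell on HFD. Of 27 tested 21 fell and 0 rose, with a median log2 fold change of -1.60. Hsd3b5 went from 123 ± 34.2 to 13.9 ± 23.4 RPKM (-4.21 ± 1.03, adjusted p = 0.00443), Selenbp2 from 520.5 ± 130.4 to 24.3 ± 10.1 (-4.44 ± 0.58, 1.18e-05) and Cyp7b1, an oxysterol hydroxylase, from 192 ± 16 to 42.2 ± 17.3 (-2.23 ± 0.31, 2.74e-05). Cyp4a12b changed by -3.50 ± 0.58, Ugt2b38 by -2.36 ± 0.17 and Mup14, another major urinary protein gene, by -3.78 ± 1.15. Of 20 female-biased genes 10 rose and 4 fell, all 4 of the Cyp3a family. Cyp2b9 rose from 0.152 ± 0.161 to 85.5 ± 38.3 RPKM (6.11 ± 0.64, 6.77e-07) and Cyp17a1 from 1.5 ± 0.672 to 24.1 ± 10.7 (3.25 ± 0.26, 1.32e-08), and Cyp3a44 changed by -2.05 ± 0.12 (9.14e-11). Adjusted over the list alone, 0 and 23 male-biased and 10 and 4 female-biased genes rose and fell. The male-biased list had adjusted p = 4.33e-04 with fry and adjusted p = 0.286 with an estimated correlation. For the female-biased list these were adjusted p = 0.223 and adjusted p = 0.521.

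**Figure D5:**
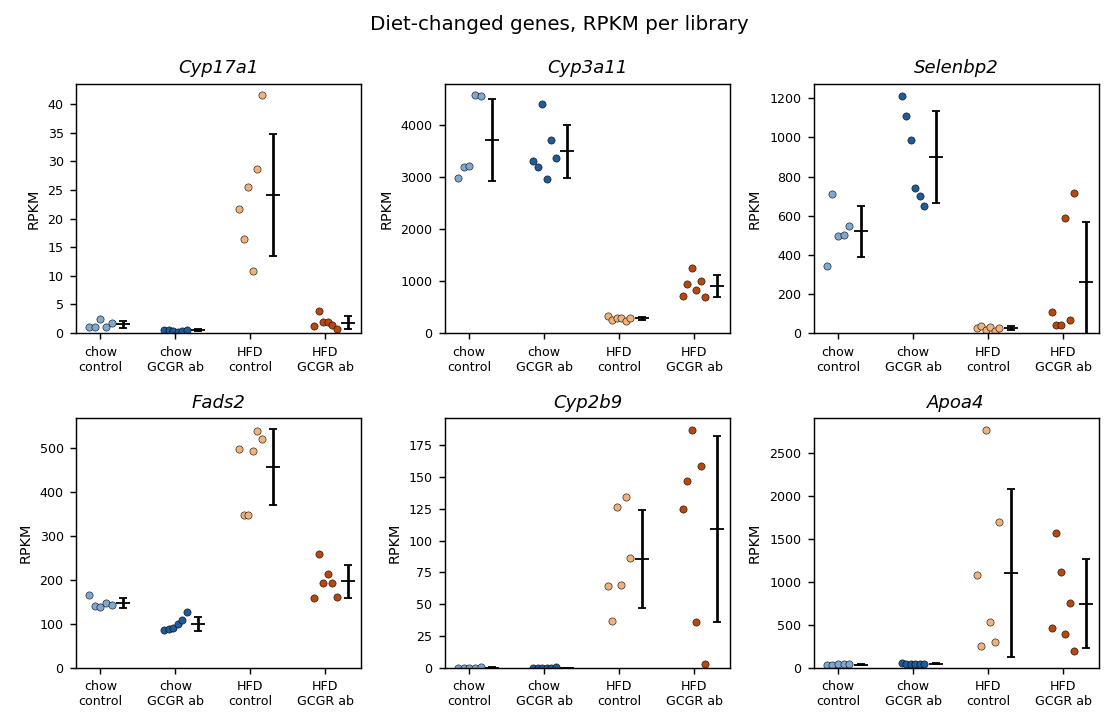
RPKM of 6 diet-changed genes in each of the 23 libraries, by diet and antibody; points are libraries, and the marker with its bar is the mean ± SD of the group (n = 5, 6, 6 and 6). Cyp17a1 averages 24.1 RPKM with control antibody on HFD and 1.84 with GCGR antibody, and Cyp3a11 averages 282 and 905.

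Many of the P450 and conjugation genes and a minority of the bile acid genes fell with the diet. Of 49 P450 and conjugation genes 27 fell and 5 rose, with Cyp3a11 at -3.69 ± 0.15 (adjusted p = 6.58e-14) and Cyp2f2 at -1.40 ± 0.12 (2.57e-08). Of 27 bile acid genes 8 fell and 1 rose (Abcb4), among them the bile salt export pump Abcb11, from 171 ± 13.9 to 91.0 ± 21.6 RPKM (-0.93 ± 0.12, 1.36e-05). The urea cycle enzyme Cps1 fell from 809.8 ± 77.7 to 431 ± 123 (-0.95 ± 0.17, 3.71e-04), the only 1 of 9 urea cycle genes called. Of 58 amino acid catabolism genes 13 rose and 11 fell, with Prodh2 at 0.51 ± 0.07 and Hal at -1.01 ± 0.15. For this list 14 rose and 7 fell after median-ratio scaling, and 12 and 12 after quantile normalization. Of 14 gluconeogenic genes 5 rose, Ldha by 1.0 ± 0.12 and Pcx by 0.66 ± 0.10. The amino acid transporters Slc1a4 and Slc6a6 changed by 1.25 ± 0.17 and -0.61 ± 0.10, the cholesterol gene Tm7sf2 by -0.67 ± 0.20 (adjusted p = 0.0509 without library 1), and the glycogen genes Gys2 and Gbe1 by 0.42 ± 0.11 and 0.49 ± 0.14. Cth changed by -0.94 ± 0.14 (5.74e-05). Igfbp2 fell (-1.81 ± 0.29, 1.18e-04) and Lect2, a hepatokine, rose (1.21 ± 0.11, 5.99e-08). Mfsd2a, a lysolipid transporter, rose from 3.53 ± 2.52 to 47.5 ± 9.96 RPKM (3.56 ± 0.48, 1.82e-05). Adjusted over each list alone, 5 and 27 P450 and conjugation genes, 1 and 8 bile acid genes, 13 and 11 amino acid catabolism genes and 5 and 0 gluconeogenic genes rose and fell. With fry the P450 and bile acid lists had adjusted p = 8.81e-07 and 0.00655, and with an estimated correlation adjusted p = 0.286 and 0.530.

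Some interferon, acute phase and injury genes were also higher on HFD under control antibody. Of 27 antigen presentation and interferon genes 14 rose and 0 fell, with Isg15 at 1.12 ± 0.16 (adjusted p = 4.77e-05). Of 25 acute phase genes 7 rose and 3 fell, the 3 fibrinogen chains, and Serpina3m rose by 0.78 ± 0.13 (1.52e-04). Of 23 liver injury genes 9 rose, with Got2 at 0.45 ± 0.05 (3.04e-06) and Gpt2 at 0.55 ± 0.16 (0.0126), and 1 fell. Of 16 proliferation genes 7 rose, Ccne2 by 0.29 ± 0.06, a change that lay between 0.26 and 0.99 over the alternatives. In the clock list 8 of 21 genes rose and 3 fell, Per1 at 0.93 ± 0.28 and Clock at -0.69 ± 0.13 (0.0156 and 4.42e-04), and sampling times are not given. The adipose marker Cfd rose from 1.43 ± 0.707 to 32.9 ± 28.1 RPKM (3.31 ± 0.57, 2.36e-04). The adipose list had 2 higher and 1 lower gene, the latter Adrb3 at -0.365. Of 9 red blood cell genes 5 rose, Hbb-bt by 1.13 ± 0.25, and 10 of 13 mitochondrially encoded genes rose, CYTB by 0.59 ± 0.12 (0.00117), or 6 of 13 after quantile normalization. Of 23 macrophage markers Trem2 rose and Cd9 was lower (-0.64 ± 0.21, 0.0251, a call lost without library 3, 4, 12, 15 or 16, up to 0.0615). Endothelial markers and T and NK cell markers each had 1 higher and 1 lower gene, with Lyve1 higher by 0.578. The cAMP list had 2 higher and 2 lower, insulin signalling 0 and 2 and stellate cell markers 2 and 0. After median-ratio scaling these 3 lists had 2 and 1, 2 and 2, and 4 and 0. After quantile normalization they had 2 and 0, 0 and 2, and 5 and 0. Vim (0.51 ± 0.17), Tie1 (-0.27 ± 0.09), Zap70 (0.89 ± 0.15), Pde4d (0.30 ± 0.10) and Irs2 (-0.62 ± 0.21) were also called. Of these, Vim was lost without library 3, 4, 5, 14 or 17 (up to 0.0845), Tie1 without 1, 3 or 16 (0.0707), Pde4d without 3, 12 or 17 (0.0909) and Irs2 without 1, 3, 12 or 17 (0.102). Adjusted over each list alone, 14 and 0 interferon, 7 and 3 acute phase, 10 and 1 injury, 11 and 0 proliferation, 8 and 3 clock, 6 and 0 red blood cell and 10 and 0 mitochondrially encoded genes rose and fell. None of these lists was called with an estimated correlation, with adjusted p = 0.286 for the interferon list, 0.785 for acute phase, 0.286 for injury, 0.286 for red blood cells and 0.456 for mitochondrially encoded genes.

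With control antibody 1390 genes rose on HFD and 2183 fell with limma, 104 and 123 of them by at least 2-fold, and libraries did not overlap in 1900 genes (15.9%, where chance gives 0.433%). The share of higher calls was 38.9% as deposited and 49.9% after median-ratio scaling. With GCGR antibody 1579 rose and 1983 fell, and libraries did not overlap in 1224 genes (10.3%, where chance gives 0.216%). In those livers 24 of 38 fatty acid oxidation genes rose and 0 fell, 21 of 27 male-biased genes fell and 25 of 27 interferon genes rose. Of 49 P450 and conjugation genes 14 rose and 20 fell, and of 58 amino acid catabolism genes 20 rose and 6 fell. Adjusted over each list alone, 27 and 1, 0 and 21, 26 and 0, 14 and 20 and 23 and 8 genes of these lists rose and fell, in that order. Fry called these 5 lists at adjusted p = 3.94e-04, 4.53e-04, 1.17e-06, 0.00351 and 0.0392, but with an estimated correlation they had adjusted p = 0.407, 0.407, 0.165, 0.622 and 0.571.

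Genes that the diet had changed tended to be moved the other way by the antibody. Of the 3573 genes called for diet under control antibody, 347 were also called for the antibody on HFD in the opposite direction and 69 in the same direction. Fads2, Fads1, Cyp17a1, Plin2, Acat1, Ldha and Atf5 are among those raised by diet and lowered by antibody, Cyp3a11, Selenbp2, Cyp27a1, Baat and Mup20 among those lowered by diet and raised by antibody, and Isg15 and Ifit1 were raised by both. Independent lists would share 146 and 120. The 2 comparisons share the 6 HFD control libraries, and with these split into sets of 3 the counts had medians of 101.5 (70 to 150) and 26 (8 to 73) over 20 splits. Across genes r was -0.365, against a mean of -0.478 in 100 simulations with no effect, and the covariance was -0.0292 against -0.00716, a difference of -0.022. For the 347 genes the antibody offset a median of 93.5% of the diet change (quartiles 73.5% and 116%), a value raised by choosing genes on both calls and by the shared libraries. The opposite count was 190 without library 12 and 822 without library 19.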

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

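The tests of cell type on the interferon genes, of shared control libraries and scaling on the diet-changed genes, and those of genes at 2 levels were chosen only after the result was seen. For the genes named in the report, the highest or lowest library of each group was compared with the rest of its group by the size of its gap relative to the range. This marked 27 of 404 combinations of 101 genes and 4 groups (6.68%), where chance marks about 5%.

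In chow livers with control antibody, library 5 was highest for Gls2 (179 RPKM, others 130 to 140) and Baat (142, others 119 to 123), and library 1 for Hsd17b11 (97.7, others 76.1 to 78.7) and Tm7sf2 (135, others 73.7 to 78.4). Library 4 was highest for Slc25a22 (74.8, others 53.9 to 56.8). Library 3 was lowest for Got2 (183, others 205 to 212) and highest for Mir686 (0.37, others 0 to 3.3e-28). In chow livers with GCGR antibody, library 11 stood apart in 6 genes. Among them were Elovl3 (66.1, others 158 to 207), Fam25c (35.2, others 48.4 to 55.7), Gys2 (54.9, others 36.4 to 41.7), Per1 (3.45, others 0.728 to 1.1) and Fabp2 (65.3, others 30.4 to 40.2). Library 9 was highest for Pde4d (1.05, others 0.608 to 0.692) and lowest for Igfbp2 (153, others 286 to 360), library 10 lowest for Pcp4l1 (3.17, others 4.73 to 5.33) and library 6 highest for Mmd2 (0.197, others 0.0924 to 0.123).

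In HFD livers with control antibody, library 13 was highest for Adrb3 (4.41, others 1.97 to 2.53) and lowest for Hadh (206, others 250 to 260) and Got2 (254, others 281 to 290). Library 14 was highest for Pcp4l1 (7.22, others 2.26 to 3.16) and library 15 for Odf3b (3.69, others 2.68 to 3.03). In HFD livers with GCGR antibody, library 19 was lowest for Slc3a1 (10.1, others 16 to 19.3), Cps1 (213, others 358 to 460) and Abcb11 (84.6, others 109 to 126). Library 20 was highest for Gbe1 (97.2, others 45.2 to 59.7) and Kiss1 (0.605, others 0.129 to 0.265).

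The antibody effect differed between the diets, by the test of the difference, for Cyp3a11 (1.73 on the log2 scale), Cyp17a1 (-2.35), Fam25c (-1.29), Odf3b (0.862), Gas2 (-0.527), Pcolce2 (-0.58), Gypc (0.929), Cbs (-0.634) and Atp6v0d2 (1).

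Other splits of the same libraries into groups of the same sizes, 100 per comparison with the real 1 included, show whether chance can be excluded. For the antibody on chow 1 of 100 splits, the real 1, reached its 113 genes, and the highest other called 75. For the antibody on HFD it was again 1 split, with 889 genes against 89. For the diet under control antibody it was 1, with 3573 against 1674, and under GCGR antibody 1, with 3562 against 1194. Chance can be excluded in each case. For the difference between the antibody effects 2 of 100 splits reached the real 24 genes, the real 1 and a split that called 87. These splits mix libraries of both antibodies, so the called antibody effects add to their spread. They therefore cannot decide whether chance explains the difference. The other split calls several times the real count, and the cause was not identified. It need not be an unknown structure of the samples, since these splits also carry the antibody effects. Of the other splits, 90 called 0 genes.

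The 25 interferon genes that rose with the antibody on HFD may come from immune cells in these livers. A general rise of macrophages and monocytes is argued against: the upper quartile of their markers was 0.289, below the median of the interferon list, 0.666. The scaling of the RPKM is argued against by the 22 genes still called after median-ratio scaling, and 1 deviating library by the at least 21 still called whichever HFD library was left out. T and NK cell markers had a median of 0.349 and an upper quartile of 0.386, also below 0.666. Only 6 were tested, with Cd3g, Ccl5 and Il2rb called as higher but Zap70 as lower, so a change in those cells stays open. An effect of the antibody on the liver cells themselves also stays open and was not tested.

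The opposite effects of antibody and diet on 347 genes are partly built in, since both comparisons use the same HFD control libraries. With these libraries split into sets of 3, the covariance of the effects was below 0 in all 20 splits, the highest being -0.0057, which argues against the shared libraries as the whole cause. After median-ratio scaling 347 genes were opposite and 71 in the same direction, which argues against scaling. In the median split 72.6% of diet-called genes had the opposite sign (59.0% to 83.1%), a value between the 2 bounds set for a weaker diet response as a whole. Such a response and an effect on selected genes cannot be told apart here.

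Within groups, 11 genes other than small RNA genes stood at 2 separate levels. Another 27 small RNA genes did so too and are left out of the counts below. For Glrx3 and the pseudogene Gm12669 the levels mirrored each other (r = -0.968), with Glrx3 at 9.91 to 12.2 RPKM in 5 libraries and 33.3 to 43.1 in the others and Gm12669 at 16.3 to 25.2 in those 5 and at most 1.29 elsewhere, consistent with reads assigned to either copy. For the other 9 genes 0 had such a partner in the table, which leaves this open, since a second copy need not be in it. The level followed the groups in 0 of 11 genes (exact test), but the genes were picked for levels that differ within a group, so this does not decide on diet or antibody. Levels went together in 7 of 54 gene pairs (exact test), which does not exclude a batch shared by some of the genes.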

How the results depend on the processing

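The alternatives that left out libraries 19 and 20 or added the clock score were chosen only after the result was seen. So was the removal of genes at 2 levels and small RNA genes. Library 3 was singled out at the same time, but leaving it out was also planned among the fits without each library. All were picked as tests of single libraries and genes. The clock score was centred within each group and could not change a fold change. Calls kept with it therefore do not exclude a difference in sampling time between groups. Not every alternative covered all 121 named results, and a mean RPKM of at least 2 kept 109. Of the 121, 95 were called under every alternative that covered them other than the exact rank-sum test, which was run on the counts alone. Whichever single library of the groups compared was left out, 99 stayed called, and 0 reversed. Fits without a library of other groups did not enter this count. They can change calls, since all 23 libraries share the variance: without HFD library 20, 134 genes were called on chow against 113. No paired analysis was possible because no sample number occurs in 2 groups. Read depth was determined only relative to the other libraries, and the counting precision of low values was not computed. The causes of the shifts below were not tested, except that fits with fewer libraries or an exact test on 11 or 12 libraries have less power by construction.

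Library weights gave 119 higher and 109 lower genes on chow, 1414 and 619 on HFD and 109 and 81 for the difference, with 45 and 68 shared between diets, 1 opposite, r = 0.3509, and 1068 opposite and 123 same-direction diet-changed genes. The exact rank-sum test gave 0 and 0 on chow and on HFD, hence 0 and 0 shared and 0 and 0 diet-changed genes, and 1204 lower for diet under GCGR antibody. At an unadjusted limma p under 0.05 the counts were 1288 on chow and 2869 on HFD. The groups of the contrast alone gave 288 and 135 on HFD, and 168 opposite and 45 same. Median-ratio scaling gave 418 and 437 on HFD and 7 higher for the difference, quantile normalization 377 and 412 and 5 higher, and no filter 4 and 4 for the difference. Without library 3, 28 rose on chow, 4 and 4 differed, 12 were shared as higher and 1 was opposite. Without libraries 19 and 20, 472 fell on HFD, 73 and 59 differed, r was 0.3411 and 683 were opposite. A pseudocount of 0.1 gave r = 0.3502. The count of genes opposite between diets was 1 with a pseudocount of 0.5, median-ratio scaling, library weights or without genes at 2 levels. The HFD controls split into sets of 3 gave medians of 101.5 opposite and 26 same.

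The ranges for contrasts leave out 1 library of the groups compared. They were 21 to 59 higher and 35 to 74 lower on chow and 375 to 1151 and 169 to 453 on HFD. For the difference they were 3 to 44 and 2 to 21. For diet they were 1046 to 1672 and 1621 to 2316 under control antibody, and 1348 to 1721 and 1596 to 2282 under GCGR antibody. With any 1 of the 23 libraries left out, shared genes ranged from 8 to 25 higher, 26 to 47 lower and 0 to 1 opposite. The r of the fold changes ranged from 0.3412 to 0.4262, and diet-changed genes from 190 to 822 opposite and 48 to 90 same. Of 86 list calls with preset camera, 4 held with an estimated correlation and 47 with fry, while 78 held after median-ratio scaling, 75 after quantile normalization and 72 on members in no other list.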

Other observations

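The tests of the relation between male-biased and lipid genes were chosen only after the result was seen, as were the genes named here. Beyond the lists, the antibody response shared by the diets reached 38 of the 60 shared genes, 17 higher and 21 lower. Uox, urate oxidase, changed by -0.51 on chow and -0.69 on HFD (log2), Acmsd of tryptophan breakdown by -1.15 and -0.56, Dpyd of pyrimidine breakdown by -0.60 and -0.39, and Qdpr, which regenerates the cofactor of phenylalanine hydroxylase, by -0.35 and -0.39. Fumarase, Fh1, changed by -0.48 and -0.52, Gnpda1, which releases ammonia from glucosamine 6-phosphate, by -0.80 and -0.83, and the cAMP phosphodiesterase Pde4b by -1.05 and -0.82. Lhpp changed by -1.01 and -1.23 and the proteoglycan Sdc1 by -0.58 and -0.62. Among genes that rose on both diets, Cav2, partner of Cav1 in caveolae, changed by 0.49 and 0.33, the NADPH oxidase Nox4 by 0.59 and 0.76, Nrp2 by 0.61 and 0.62, the transcription factor Atoh8 by 0.85 and 0.73 and Rarres1 by 0.97 and 1.23.

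Male-biased and lipid droplet genes varied between HFD livers with GCGR antibody. The mean log2 level of male-biased genes was 6.171, 4.401, 4.733, 6.796, 5.612 and 7.086 in libraries 18 to 23, where that of lipid droplet genes was 4.888, 5.679, 5.607, 4.823, 5.124 and 4.505. Libraries 19 and 20, with the 2 lowest male-biased values, also stood apart from their group (mean r of 0.98 and 0.97891 with its other libraries). A hypothesis is that livers with less lipid storage may keep more male-biased expression. Over both HFD groups with group means removed, r was -0.8 (n = 12), -0.671 without the 2 extremes (centred on all libraries of each group) and -0.6 without libraries 19 and 20 (centred on the libraries kept). With GCGR antibody alone r was -0.985 (n = 6), and -0.965 without the 2 extremes. With control antibody r was -0.501 (n = 6), which turned to 0.313 without the 2 extremes. The pair of lists was picked after its values were seen. Of 33 lists without a gene in common with the male-biased list, the female-biased list (-0.916) and the pancreas markers (0.877) were related to it more strongly than the lipid droplet list, with liver injury (-0.782), fatty acid oxidation (-0.77) and pericentral genes (0.769) close behind. The permutation p for n = 12 multiplied by 33 was 0.0663, so the hypothesis stays undecided. Lipid content was not measured in these files, and the lists share no gene.

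Acute phase genes differed within groups. On chow with control antibody Saa1 reached 2400 RPKM in library 3 and at most 207 in the others, and Lcn2 53.1 and at most 10.5. With GCGR antibody on chow Saa1 ranged from 29.7 to 194. On HFD Saa1 ranged from 676 to 3990 with control antibody and 327 to 2920 with GCGR antibody, and Lcn2 with control antibody from 42.4 to 848. The clock gene Dbp ranged from 2 to 35.8 and 3.64 to 58.5 RPKM on chow and from 19.6 to 66.5 and 12.9 to 57.8 on HFD with control and GCGR antibody, with 58.5 in library 11 and at most 11.9 in the others of its group.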
